A study of Rattus norvegicus with 12 samples. Its data were reported in "Myofibroblast Ccn3 is regulated by Yap and Wwtr1 and contributes to adverse cardiac outcomes" (2023).

How the data were processed

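RNA was sequenced from cultured neonatal rat cardiac fibroblasts that had received negative control siRNA, siRNA against Yap, siRNA against Wwtr1, or siRNA against both. Small interfering RNA (siRNA) lowers the messenger RNA it matches. Each of the 4 groups had 3 libraries, 12 in all, and groups and replicate numbers were taken from the sample titles. The siRNA label of the double knockdown samples names only the Wwtr1 siRNAs. The series design text speaks of cardiac myocytes, whereas the series title, the sample labels and the study speak of fibroblasts. Per the labels, each siRNA was used at 25 nM and cells were collected 48 hours after transfection.

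The authors trimmed the reads, aligned them to the rat genome build rn6 with HISAT2, estimated gene abundance with StringTie and normalized and tested with DESeq2. The deposited signal values are read counts divided by one size factor per library, listed for 12271 genes under their symbols. They were checked to be whole multiples of one step in each library. In all, 100% of the 147252 values came out whole, and the recovered library totals ran from 33.9 to 41.1 M reads. Double knockdown replicates 2 and 3 had 41.0 and 41.1 M, and the other libraries had at most 36.3 M. These totals exceed the sequencing depth stated by the study, and whether a unit is a read, a mate or a count derived from coverage is not known. They are called reads here. The authors also deposited log2 fold changes and p-values for each siRNA group against negative siRNA. These were used only for comparison. All value columns of the normalized table were matched to a sample.

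Zeros in the table can be failed estimates. A gene was listed at 0 in 1 library while both other libraries of its group were over 100 normalized counts in 6 cases, which involved 5 genes. Reads shared between near-identical members of gene families (Mx, Oas, Ifit and RT1 genes among them) could be divided differently between members, so single members of such families are uncertain. Whether counting used the strand was not stated. The symbols were compared with the names of assembly GRCr8, where 96.7% (11860 genes) matched. No coordinates are printed because the files use another build.

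Because the values are normalized, the main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with lmFit, contrasts and eBayes with a mean-variance trend. All 12 libraries entered one fit without covariates. Genes with a mean of at least 10 normalized counts were tested (11871 genes). Adjusted p-values are Benjamini-Hochberg values over all genes tested, two-sided, with a threshold of 0.05. A 4-fold call also needed an absolute log2 fold change over 2. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The contrasts were each siRNA group against negative siRNA, Yap against Wwtr1 siRNA, and the interaction, which is the double knockdown effect minus the sum of both single effects on the log2 scale.

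Named genes followed a rule: Yap1 and Wwtr1, the genes the study followed, the Ccn family, and for each contrast the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 100 normalized counts and, for contrasts of a pair of groups, no overlap between libraries. Lists of Yap targets, interferon-induced genes, matrix and myofibroblast genes, proliferation genes, and markers of cardiomyocytes, macrophages and endothelial cells were tested with camera (correlation 0.01), with camera's estimated correlation and with fry. Their p-values were adjusted over 35 tests. The design, these 7 lists, the naming rule and most alternatives were fixed before the data were examined. Lists of sterol synthesis and mesothelial genes were added afterwards.

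Same-numbered libraries were checked for shared deviations from their group means. Over all genes tested, the 9 correlations among negative, Yap and Wwtr1 siRNA libraries ran from 0.104 to 0.276. Over the 5000 genes of highest mean, one of them (negative and Wwtr1 siRNA, replicate 1) was 0.0885, under the limit of 0.1. The numbers were taken to pair the libraries of these 3 groups. Correlations with double knockdown libraries ran from -0.127 to 0.180 over all genes tested, so that group was treated as sharing only a number. Whether its libraries came from other litters or another preparation is not known. If they did, that difference cannot be separated from the double knockdown effect or from the interaction.

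Alternatives were pseudocounts of 0.1 and 10, other filters, TMM and upper-quartile scaling, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, fits on the compared groups alone, a replicate block, no trend, and leaving out each library. Replicates of a group differed by more than sampling noise, with a chi-square per gene of at least 20.0 in every pair. On simulated counts with 200 genes changed by Yap siRNA, the limma steps recovered 85.5% of them, and 3.93% of the calls were false. With 199 genes changed by an interaction, 69.8% were recovered. For Yap against Wwtr1 siRNA, 7.53% of the limma calls were false. For Wwtr1 siRNA alone, where no gene was changed, limma called 2. DESeq2 gave 17.1% false calls for Yap siRNA in the same simulation. Intervals were not computed, since every comparison rests on replicate libraries.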

Results

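Gene expression was measured by RNA sequencing in neonatal rat cardiac fibroblasts, the matrix-producing cells of the heart, after depletion of Yap, Wwtr1 or both. Yap (gene symbol Yap1) and Wwtr1 (also called Taz) are related transcriptional coactivators. Each group of 3 libraries was compared with 3 libraries of cells given negative siRNA. The recovered totals averaged 36.2 M reads ± 0.122 (SD, n = 3) with negative siRNA, 35.0 ± 1.05 with Yap siRNA, 35.4 ± 1.11 with Wwtr1 siRNA and 38.8 ± 3.84 in the double knockdown.

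The targeted genes were examined first. Yap1 was 3267 ± 442 normalized counts (SD, n = 3) with negative siRNA and 578 ± 46.8 with Yap siRNA, a log2 fold change of -2.49 (SE 0.22, limma adjusted p 0.000271). It was 3168 ± 16.2 with Wwtr1 siRNA. In the double knockdown Yap1 was 713, 739 and 1474 in replicates 1, 2 and 3, and its log2 fold change was -1.82 (SE 0.22, limma adjusted p 0.000107). Wwtr1 was 2403 ± 146 normalized counts with negative siRNA, 2336 ± 186 with Yap siRNA and 570 ± 59.3 with Wwtr1 siRNA. Its log2 fold change was -2.08 with Wwtr1 siRNA (SE 0.13, limma adjusted p 2.33e-05) and -1.48 in the double knockdown (SE 0.13, limma adjusted p 1.66e-05). Mean Yap1 fell by 82.3% with Yap siRNA and 70.1% in the double knockdown, and mean Wwtr1 fell by 76.3% with Wwtr1 siRNA and 63.9% in the double knockdown.

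**Figure D1:**
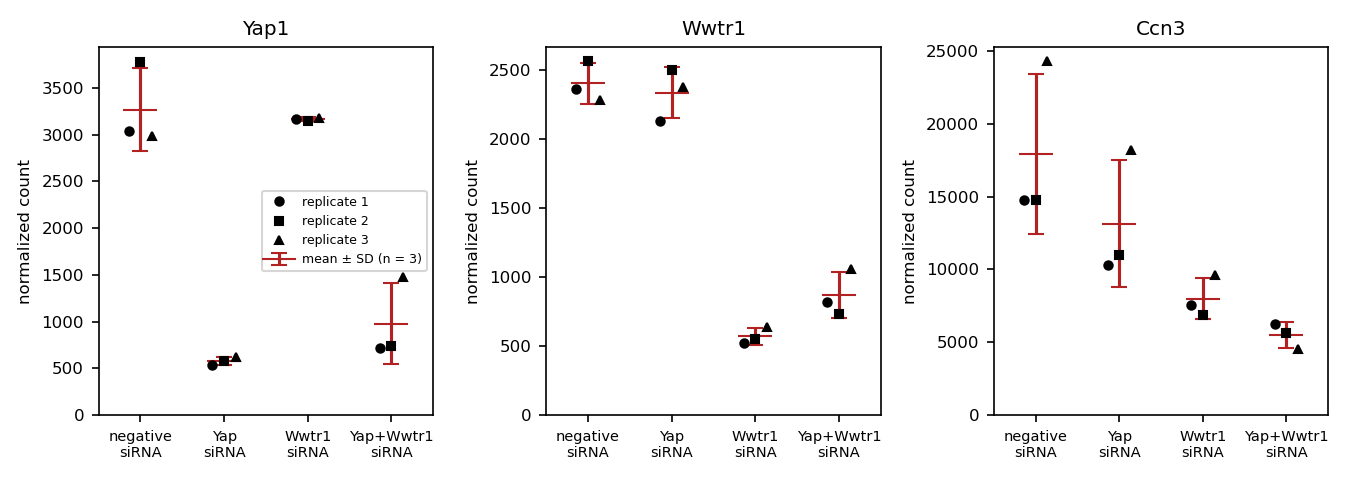
Normalized counts of Yap1, Wwtr1 and Ccn3 in each library (black symbols, by replicate number) with the group mean and SD (red, n = 3). Yap1 in double knockdown replicate 3 was 1474, above replicates 1 and 2 at 713 and 739.

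The number of genes changed by each siRNA was then counted. Yap siRNA changed 570 genes (359 higher, 211 lower) and Wwtr1 siRNA changed 1064 genes (594 higher, 470 lower). The double knockdown changed 3888 genes (2035 higher, 1853 lower). Its libraries did not pair with the others by number, so a difference in preparation could contribute to that count. The count for Yap siRNA moved most without Yap siRNA replicate 1, which left 111 genes. The alternative that added a replicate block and left out the double knockdown libraries called 1904, and the count for Wwtr1 siRNA was 548 without Wwtr1 siRNA replicate 2. Over 4-fold, 67 genes changed with Yap siRNA, 76 with Wwtr1 siRNA and 319 in the double knockdown. The 67 became 28 without Yap siRNA replicate 1. Of the 319 genes, 139 had a mean under 100 normalized counts. In the authors' deposited table the corresponding numbers were 93, 111 and 359 genes.

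**Figure D2:**
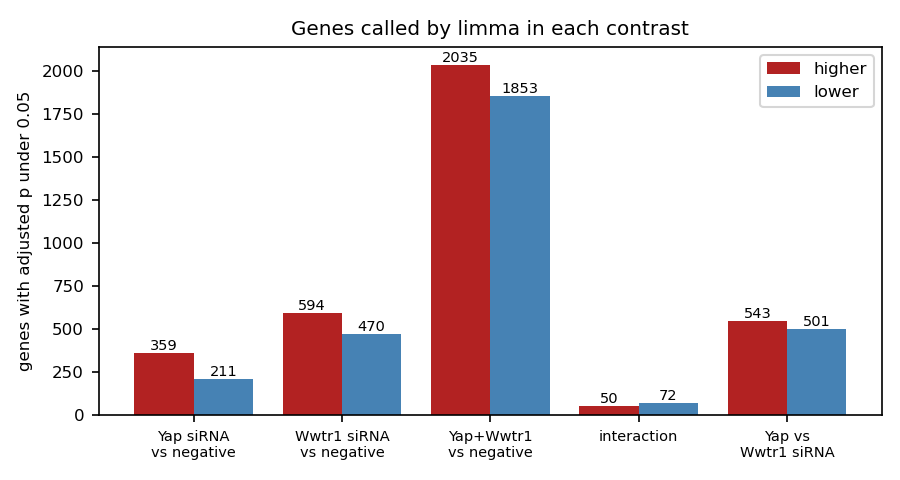
Number of genes with a limma adjusted p under 0.05 in each contrast, higher (red) and lower (blue). The double knockdown had 2035 higher and 1853 lower genes, and the interaction had 50 and 72.

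By the naming rule, the largest rises were those of Zbp1, Mx2 and Oas2 with Yap siRNA, Zbp1, Mx2 and Usp18 with Wwtr1 siRNA, and Zbp1, Cxcl11 and Oas2 in the double knockdown. Cxcl11 was listed at 0 in 2 of the negative siRNA libraries and at 3.08 normalized counts in the other. Mx2 was 34.9, 951 and 140 with negative siRNA, and its call with Yap siRNA was lost in 1 of the 12 fits that left out 1 library. The call of Oas2 with Yap siRNA was lost in 2. Besides the targeted genes, the largest falls with Yap siRNA were those of Myh1 (log2 -1.69, SE 0.31, limma adjusted p 0.0136) and Il1rl1 (-1.49, SE 0.29, limma adjusted p 0.0151), whose calls were lost in 2 and 3 of those fits. With Wwtr1 siRNA they were Alox12 (-1.85, SE 0.40, limma adjusted p 0.0140), whose call was lost in 2, and Hmgcs1 (-1.64, SE 0.12, limma adjusted p 7.38e-05). In the double knockdown they were Cx3cr1 (-4.69, SE 1.09, limma adjusted p 0.00647), listed at 0 in replicate 1, Fcrl2 (-3.80, SE 0.97, limma adjusted p 0.0105) and Nfe2l3 (-3.07, SE 0.37, limma adjusted p 0.000120). Hmgcs1 and the last 3 kept their calls in all 12 fits. Without double knockdown replicate 1 the log2 fold change of Cx3cr1 was -2.98 and that of Fcrl2 was -2.54. In replicate 1 the macrophage list was also at its lowest (mean log2 8.58). In replicate 3, where that list was at its highest (11.33), Cx3cr1 and Fcrl2 were still low, at 48.3 and 380 normalized counts. Which cells of the cultures express these genes was not tested.

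Whether changes needed depletion of both genes was addressed in a pair of ways. Past both thresholds, 244 genes changed over 4-fold only in the double knockdown (209 higher, 35 lower), and 55 changed in all 3 comparisons. The authors' deposited table gave 252 genes for the double knockdown only. Of the 244 genes, 64 had an adjusted p under 0.05 in at least 1 single knockdown. A direct test of the interaction called 122 genes (50 higher, 72 lower), of which 12 were among the 244. The interaction had the direction of the double knockdown effect in 169 of the 244 genes. At an unadjusted p under 0.05 the interaction passed in 1663 genes. The count of 122 moved most with DESeq2 on recovered reads, which called 503 genes, and was 31 without Wwtr1 siRNA replicate 2.

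Among named genes whose interaction was called, the largest positive values were those of Agt (log2 4.83, SE 0.61, limma adjusted p 0.00524), Csf2rb (3.56, SE 0.38, limma adjusted p 0.00518) and Prg4 (2.94, SE 0.61, limma adjusted p 0.0455). Agt was between 11.5 and 52.5 normalized counts in the other libraries and 917, 889 and 1119 in the double knockdown. Zbtb7c had an interaction of -2.004 (SE 0.23, limma adjusted p 0.00518). Apol9a had an interaction of -3.78 (SE 0.75, limma adjusted p 0.0420) and belongs to a gene family. The Prg4 and Apol9a calls were each lost in 10 of the 12 fits that left out 1 library.

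The single knockdowns were compared directly. Between Yap and Wwtr1 siRNA, 1044 genes differed (543 higher and 501 lower with Yap siRNA). Without Wwtr1 siRNA replicate 2 the number was 434. Both single knockdowns called 264 genes in common, 256 of them in the same direction. The log2 fold changes had a Pearson r of 0.63 across genes, which are not independent replicates. Simulated unchanged groups sharing the same controls gave a mean r of 0.50 (0.45 to 0.55 in 20 simulations). The effects had the same sign in 64.1% of genes, against a mean of 66.6% in the simulations. The genes that differed most included Steap4 (2.15, SE 0.51), which lost its call in 5 of the 12 fits that left out 1 library, and Padi3 (2.02, SE 0.19), both higher with Yap siRNA, and Vgf (-3.84, SE 0.63) and Celf3 (-2.57, SE 0.21), higher with Wwtr1 siRNA.

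**Figure D3:**
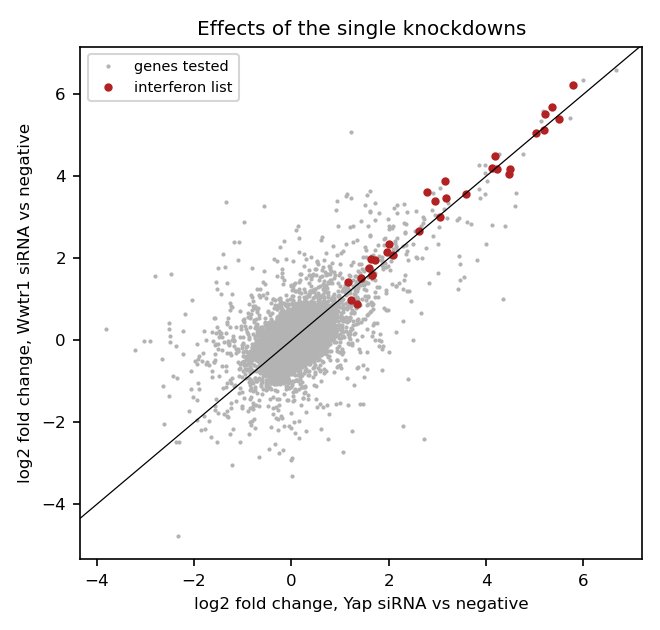
Log2 fold change of each tested gene with Wwtr1 siRNA against that with Yap siRNA, both against negative siRNA, with the 30 tested genes of the interferon list in red and the line of equal effects. The Pearson r across genes was 0.63.

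Ccn3, the gene the study followed, was 17931 ± 5505 normalized counts (SD, n = 3) with negative siRNA, 13145 ± 4386 with Yap siRNA, 7994 ± 1423 with Wwtr1 siRNA and 5486 ± 882 in the double knockdown. Its log2 fold change was -1.68 in the double knockdown (SE 0.24, limma adjusted p 0.000328) and -1.14 with Wwtr1 siRNA (SE 0.24, limma adjusted p 0.0124). With Yap siRNA it was -0.46 (limma adjusted p 0.325), which did not pass, although the replicate block without the double knockdown libraries gave an adjusted p of 0.00347. The Yap siRNA value was -0.71 without Yap siRNA replicate 3 and -0.22 without negative siRNA replicate 3. It passed in none of the 12 fits that left out 1 library. Ccn3 with Wwtr1 siRNA lost its call in 3 of the 12 fits that left out 1 library. The interaction of Ccn3 was -0.086 (SE 0.34, limma adjusted p 0.943). No departure from the sum of both single effects on the log2 scale was thus detected, which does not exclude one. A heading of the study calls the effect of co-depletion on Ccn3 synergistic, and its text describes stronger regulation by Wwtr1. In the double knockdown 4 of 5 tested Ccn genes were called, all lower, and 4 were called adjusted over the list alone. Ccn1 fell by 1.63 and Ccn2 fell by 1.85 on the log2 scale.

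Of 12 tested genes that the study named, 11 were called in the double knockdown (6 higher, 5 lower), and 11 adjusted over the list alone. The study showed many of them because they changed in this same experiment as well as in mouse fibroblasts. That choice largely fixed the count in advance, so it is no independent support. Des was among the genes that rose (log2 1.37, SE 0.29, limma adjusted p 0.00387). Its values were 6012, 8409 and 8233 in the double knockdown against 3396, 3797 and 1866 with negative siRNA. Tnfrsf11b fell by 1.98 on the log2 scale (SE 0.12, limma adjusted p 4.55e-06).

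Gene lists fixed in advance were tested in each comparison. The interferon list rose with a median log2 fold change of 3.00 with Yap siRNA, 3.43 with Wwtr1 siRNA and 4.34 in the double knockdown, with all 30 tested genes higher each time (camera adjusted p 4.28e-34, 2.38e-29 and 8.87e-22). Called genes numbered 29, 28 and 30, and 30 each time adjusted over the list alone. Isg15 was 55.4, 252 and 74.4 normalized counts with negative siRNA, 3759, 2004 and 840 with Yap siRNA, 4981, 2997 and 815 with Wwtr1 siRNA, and 7643, 7107 and 4471 in the double knockdown. Zbp1 was listed at 0 in the 3 negative siRNA libraries and between 37.7 and 324 in the others, so no fold is given.

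**Figure D4:**
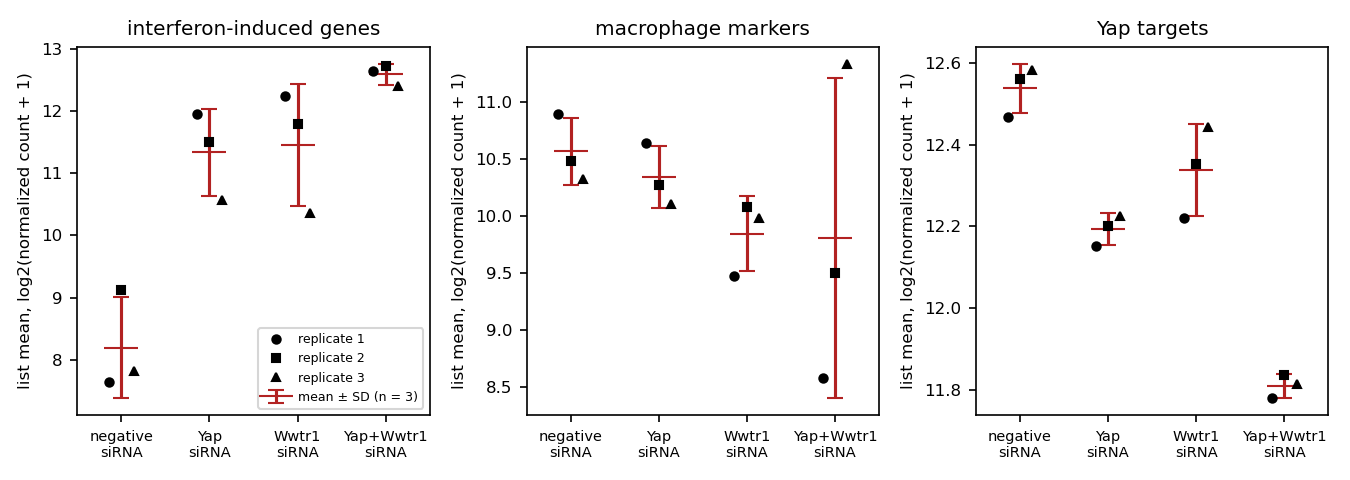
Mean log2(normalized count + 1) of the interferon, macrophage and Yap target lists in each library (black symbols) with the group mean and SD (red, n = 3). The interferon list lay between 7.63 and 9.13 with negative siRNA and between 10.36 and 12.73 in the siRNA groups against Yap, Wwtr1 or both.

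The Yap target list had median log2 fold changes of -0.47 with Yap siRNA, -0.31 with Wwtr1 siRNA and -0.81 in the double knockdown (camera adjusted p 5.29e-05, 0.0273 and 1.73e-05). In the double knockdown the matrix and myofibroblast list fell by 0.26 (camera adjusted p 0.00734) and the proliferation list fell by 0.43 (camera adjusted p 3.67e-06), or by 0.28 without double knockdown replicate 1. The cardiomyocyte list (median 0.61), macrophage list (-0.73) and endothelial list (0.85) did not pass under camera in the double knockdown, with adjusted p of 0.126, 0.0672 and 0.0585. The cardiomyocyte median was 0.35 without negative siRNA replicate 3. The macrophage median was -1.49 without double knockdown replicate 3 and -0.13 without replicate 1. With Wwtr1 siRNA the macrophage list fell by 0.75 (camera adjusted p 0.0105) and did not pass under fry. Under fry, the interferon, Yap target, matrix and endothelial lists passed in the double knockdown and the proliferation list did not (adjusted p 0.0646). In the single knockdowns the interferon list passed under fry with both siRNAs, and the Yap target list with Yap siRNA but not with Wwtr1 siRNA (adjusted p 0.0584). With camera's estimated correlation no list passed in any comparison, and the lowest adjusted p was 0.273. Proliferation genes were also lower with camera in Yap and Wwtr1 siRNA (medians -0.24 and -0.34), without a pass under fry.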

Values the study reported

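The study reported 252 genes with a log2 fold change above 2 or below −2 that were unique to the double knockdown. By quantitative PCR it gave a depletion of Yap and Wwtr1 greater than about 70%.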

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

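The interaction, gene lists, naming rule, library splits and pseudocount of 10 used in this part were fixed before the data were examined. The linear-scale comparisons, and the use of that pseudocount to test an explanation, were chosen after the results were seen. The effect of Wwtr1 siRNA differed with and without Yap siRNA in 122 genes, as tested by the interaction. A different preparation of the double knockdown libraries, if there was one, would also enter this test. Of 100 splits of the 12 libraries, drawn at random and including the real one, 1 gave as many genes, and the highest count of another split was 18. For the comparisons of 3 with 3 libraries, 1 of 10 splits, the real one, gave as many genes for Yap siRNA, Wwtr1 siRNA, the double knockdown and Yap against Wwtr1 siRNA. With 10 splits the design cannot give a share under 0.1, so these counts do not decide. Among the 4 splits that part all pairs of replicate numbers, likewise only the real one gave as many genes. Other splits mix treated and untreated libraries, so the real effects add to their spread.

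By list, the interaction was below 0 for the interferon list (median -1.88), the Yap target list (-0.20) and the matrix and myofibroblast list (-0.28) under camera. Only the matrix list also passed under fry, with an adjusted p of 0.0417. No interferon gene was called alone over all genes tested, against 22 at an unadjusted p under 0.05 and 20 adjusted over the list alone. The Yap target median was -0.32 without Wwtr1 siRNA replicate 1 and -0.13 without Yap siRNA replicate 2. The double knockdown of interferon genes thus fell short of the product of both single effects. A pseudocount of 10 left the median at -1.84, which argues against low control values as the whole cause. The log2 scale itself stays open as a candidate explanation: on the linear scale 18 of 30 list genes lay above the sum of both single effects, which is not distinguishable from an even division. Whether the response approaches a ceiling was not tested.

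Among named genes, the interaction passed for Agt (4.83), Csf2rb (3.56), Prg4 (2.94), Zbp1 (-5.15), Apol9a (-3.78), Zbtb7c (-2.004) and Prss23 (-0.98). Zbp1 was listed at 0 with negative siRNA, so its value depends on the pseudocount and is no measure of size. With a pseudocount of 10 it was -2.08 and did not pass. Prss23 lost its call in 5 of the 12 fits that left out 1 library. On the linear scale 3 of the 122 genes changed sign. No biological explanation was tested for these genes.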

How the results depend on the processing

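No direction reversed for the knockdown of Yap1 and Wwtr1 or for Ccn3 in the double knockdown under any alternative, and all stayed past the threshold. Ccn3 in the double knockdown ran from -1.80 to -1.44 over the 12 fits that each left out 1 library, with adjusted p from 2.15e-07 to 0.00173 over all alternatives.

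Counts of genes moved more. For Yap siRNA (570 genes) the count was 1013 with DESeq2 on recovered reads, 294 without the trend, and 874 with the replicate block. The interaction (122 genes) gave 503, 60 and 231 genes under the same alternatives. edgeR on recovered reads called 536 genes for Yap siRNA and 102 for the interaction. DESeq2 also made more false calls in the simulation, where it called 210 genes for Yap siRNA against 178 with limma. Whether false calls account for its higher counts here was not tested, and neither was the cause of the other shifts. With a mean of at least 100 normalized counts, 180 genes in place of 319 changed over 4-fold in the double knockdown and 128 in place of 244 in the double knockdown only, since low genes left the test. The correlation of both single effects rose to 0.69 with that filter.

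The replicate block combined with leaving out the double knockdown libraries was chosen after seeing the data. It called 1904 genes for Yap siRNA, 2527 for Wwtr1 siRNA and 2680 between them, and these included all 570, 1062 of the 1064 and all 1044 of the original calls. Leaving out the double knockdown libraries without a block did not move these counts by over 1.5 times. Among the 39 named genes this block lost no call and gained 10 with Yap siRNA (Ccn3 among them), 12 with Wwtr1 siRNA and 6 between them. It also gained the cardiomyocyte list with each siRNA, and the Yap target, proliferation and macrophage lists between them. The block over all 12 libraries lost Celf3 with Yap siRNA and Padi3 with Wwtr1 siRNA, and gained Il1rl1 and Ccn5 in 2 comparisons each, the endothelial list in the double knockdown and the proliferation list between Yap and Wwtr1 siRNA. For the double knockdown, whose numbers did not pair, it called 4204 genes.

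Leaving out 1 library gave 111 to 764 genes for Yap siRNA, 548 to 1419 for Wwtr1 siRNA, 31 to 160 for the interaction, 434 to 1409 between Yap and Wwtr1 siRNA, and 28 to 80 genes over 4-fold for Yap siRNA. The highest counts came without double knockdown replicate 3 (except the last). The correlation ran from 0.57 to 0.68. The endothelial list in the double knockdown ran from 0.64 to 1.26 and passed the camera threshold in some of these fits, and also with a pseudocount of 10 (0.70), TMM (0.84), upper-quartile scaling (0.82) and the replicate block (0.85). The macrophage list in the double knockdown ran from -1.49 without replicate 3 to -0.13 without replicate 1, and passed without double knockdown replicate 3 (adjusted p 1.15e-07) and without negative siRNA replicate 3. For the interaction, the macrophage list ran from -0.54 to 0.78 and the proliferation list from -0.034 to 0.25. Both turned negative without double knockdown replicate 3. Under upper-quartile scaling 44.96% of double knockdown calls were higher, against 52.3% before. For named genes and other lists, a selection of 71 outcomes was compared under the alternatives, 70 of them in the fits that left out 1 library. Calls gained outside this selection, such as most of those gained with the block, are not in the following numbers. Outside the fits that left out 1 library, 11 of 837 comparisons were weaker and 2 stronger. Within those fits, 77 of 840 were weaker, 4 stronger and 2 reversed. The interaction could not be fitted on the compared groups alone, since it needs all 4 groups.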

Other observations

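Except for 3 tests of the interferon list (macrophages, siRNA load and single libraries), the tests in this part were chosen after the results were seen. The interferon list was already higher in each single knockdown, with medians of 3.00 and 3.43. The study described a large, mainly immune-related cluster as activated only with knockdown of both genes. It also described the responses of B2m, Irf7 and Isg15 as additive, and Irf7 and Isg15 are in the interferon list. How far that cluster and the list used here overlap is not known. More macrophages in the double knockdown libraries are argued against as the source by their markers, which had a median of -0.73 there (-0.13 without replicate 1). The macrophage list was below every negative siRNA library in replicates 1 and 2 (mean log2 8.58 and 9.50) but above them in replicate 3 (11.33). A response of macrophages already present in every group was not tested and is not excluded by these values. A larger siRNA load in the double knockdown, if there was one, cannot be the whole cause, since the lower single knockdown median was 3.00. A greater depth is argued against by the same value of 3.00 in Yap siRNA libraries, which had lower recovered totals than the controls. The rise did not rest on 1 double knockdown library (lowest median 4.24 without any one of them), on the authors' normalization (lowest median 4.30 under other scalings) or on families that share reads (median 3.32 for 18 genes outside them). Whether the response was to the siRNA molecules or to the loss of Yap and Wwtr1 cannot be told apart, because each siRNA was used only where its target was depleted. The difference between both single knockdowns was -0.088. The additional rise of 0.98 from the higher single knockdown to the double knockdown cannot be told apart from a higher siRNA load either. Whether the load was higher is not stated, and the siRNA label of the double knockdown samples names only the Wwtr1 siRNAs, although their titles name both and Yap1 was depleted.

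Double knockdown replicate 3 stood apart from replicates 1 and 2. All 15 tested macrophage markers were higher in it than in both others, including Lyz2 (20210 against 2648 and 5653 normalized counts) and Cd68 (8673 against 1598 and 3238). A candidate explanation is more macrophages in that library. The fibroblast cultures also express these markers, since Lyz2 was between 9893 and 14275 with negative siRNA. Yap1 and Wwtr1 were also less depleted there, and whether fewer cells took up siRNA was not tested.

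Sterol synthesis genes were lower with Wwtr1 siRNA. The list had medians of -0.39 with Yap siRNA, -0.90 with Wwtr1 siRNA and -1.13 in the double knockdown. Without Hmgcs1, Fdps and Sc5d, which were seen first, the remaining 21 genes differed by a median of 0.51 between Yap and Wwtr1 siRNA (fry p 0.000248), and 20 of them were higher with Yap siRNA. The interferon response alone does not account for that difference, since the interferon list differed by only -0.088. Srebf2, chosen after its values were seen, fell by 0.90 with Wwtr1 siRNA. An unintended effect of the Wwtr1 siRNAs on Srebf2 cannot be told apart from an effect of losing Wwtr1, because every library with low Wwtr1 received the same siRNAs. The added mesothelial list had a median of -0.21 in the double knockdown and did not pass under fry (p 0.4996).

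Cardiomyocyte markers rose unevenly in the double knockdown. Of 12 abundant markers, 4 rose past the threshold, including Myh6 (1.83, SE 0.35), and the other 8 did not pass. Only Tnnt2 (-0.27, SE 0.17) and Nppa (-0.28, SE 0.41) were below 0, and neither was called. More cardiomyocytes in these libraries would raise such markers together, so the uneven rise argues against them as the whole cause. Tnnt2 was also abundant with negative siRNA, at 20176, 22520 and 16114 normalized counts, so every group may contain cardiomyocytes. No biological explanation was tested.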
